A study of Mus musculus with 9 samples. Its data were reported in "Neuronal Dot1l Activity Acts as a Mitochondrial Gene-Repressor Associated with Human Brain Aging via H3K79 Hypermethylation" (2023).

How the data were processed

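RNA was sequenced from midbrain dopamine (DA) neurons of mouse embryos at embryonic day 15.75. The neurons carried Cre recombinase under the Pitx3 gene, which is active in midbrain DA neurons, and a fluorescent reporter that Cre switches on, so that labelled cells were isolated by fluorescence-activated cell sorting. Dot1l encodes the histone methyltransferase that places methyl groups on lysine 79 of histone H3. The embryos had 0, 1 or 2 floxed Dot1l alleles, named here Dot1l(+/+), Dot1l(fl/+) and Dot1l(fl/fl). Per the study's methods each library was a pool of embryos, and the genotypes were taken in sets from the same litters; the labels do not tie replicate numbers to litters, so the main test is not paired. The labels name 9 samples, and 8 libraries were analysed: 3 Dot1l(+/+), 3 Dot1l(fl/+) and 2 Dot1l(fl/fl). Dot1l(fl/fl) 3 was not analysed here. Groups and replicate numbers were taken from the sample titles.

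The authors deposited whole-number read counts per Ensembl gene for each library, not normalised, for 47729 genes. Per the study's methods the reads came from a strand-preserving library kit and were mapped to GRCm38.p4; the aligner, the counting program, its strand setting and its treatment of reads shared between genes were not stated, so genes that overlap others or have near-identical copies are uncertain. No row lacked a gene identifier. The authors also deposited 3 tables of their own DESeq2 comparisons, with a mean normalised signal per gene, a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value. The sign of the log2 fold changes in the authors' deposited tables was settled from the counts, by correlation with the fold changes computed here, and is given here as the genotype with more floxed alleles over the other. Of the gene identifiers, 47310 (99.1%) were found in the GENCODE annotation of GRCm38, which gave coordinates, exon lengths and GC content. Gene symbols were those of the authors' deposited tables.

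Library totals ranged from 13616922 to 43674673 counts. The libraries labelled Dot1l(fl/fl) were the shallowest. A count of 3, the upper limit that a count of 0 allows, corresponded to between 0.0687 and 0.2203 CPM (counts scaled to a common library total) across libraries. Such floors cover counting error alone, since reads without molecular identifiers are not independent molecules.

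Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 under R 4.3.3, with TMM normalisation and the filterByExpr filter, which kept 17988 genes. All 3 genotypes entered a single fit without covariates, and p-values were adjusted by Benjamini-Hochberg over all genes tested with a threshold of 0.05. Genotypes were compared in pairs, and a linear term in the number of floxed alleles was tested separately. Library CPM values used TMM factors, with a prior count of 2 on the log scale. Sets of genes were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with adjustment over the 24 tests of 8 lists in 3 comparisons. The lists were written from gene names before the data were examined: respiratory chain (80 genes matched of 81), mtDNA-encoded (13), mitochondrial ribosome (79), cytosolic ribosome (78), synapse (79), dopaminergic identity (30), Wnt signalling (73), and mitochondrial morphology with mtDNA maintenance (50). Most themes of the lists were among those the study reported for these neurons, so the lists are not independent of the study. A list score per library was the median over members of the log2 CPM minus the Dot1l(+/+) mean. Marker lists for blood, endothelium, microglia, radial glia or progenitors, oligodendrocyte precursors, GABAergic, glutamatergic and serotonergic neurons, muscle, the response to dissociation, chromosome Y and X inactivation were also written beforehand.

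The genes named were set by a rule fixed before the data were examined: Dot1l, 8 dopaminergic genes and 7 Wnt and mitochondrial genes that the study assayed or discussed, whatever they showed; then the 5 genes up and 5 genes down with the largest change among those past the threshold in each comparison, and up to 3 members of each list past the threshold. Genes named outside the rule are marked as such.

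The scripts were tested on simulated counts with 50 genes changed at each of 4 sizes among 17112. The changed genes were drawn from those with a mean count of at least 50. Of genes changed 2-fold, 70% were called in Dot1l(fl/fl) against Dot1l(+/+) and 76% in Dot1l(fl/+) against Dot1l(+/+); of genes changed 1.5-fold, 32% and 58% were called. Of 16912 unchanged genes, 8 and 13 were called.

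Alternatives fixed before the data were examined were other size factors (RLE and upper quartile), no filter, a mean count of at least 50, DESeq2 1.42.0, a fit of the 2 genotypes compared alone, the replicate number as a block, an offset for exon length and GC content per library (splines with 4 degrees of freedom each), both together, mitochondrial chromosome genes left out, each library left out in turn, and, for lists, the rotation test fry and camera with an estimated correlation. A further 3 were added after seeing the data: DESeq2 on 2 genotypes with a prior on fold changes, counts thinned to the depth of the shallowest library, and the chromosome Y share as a covariate. Figures were drawn with matplotlib 3.10.9.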

Results

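The data were 8 RNA-seq libraries of sorted midbrain DA neurons of mouse embryos. Totals were 26296897, 35131708 and 43674673 counts in Dot1l(+/+) 1 to 3, 29917556, 28515476 and 28173586 in Dot1l(fl/+) 1 to 3, and 18298340 and 13616922 in the libraries labelled Dot1l(fl/fl) 1 and 2. Between 17607 and 19388 genes had counts in a library. Genes of the mitochondrial chromosome took between 1.08% and 1.39% of counts. Replicates of a genotype differed with a chi-square per degree of freedom between 17.69 and 42.74 if reads are taken as independent. Since reads are not independent molecules, that alone does not exclude repeat preparations of one RNA; X inactivation and chromosome Y transcripts differed between the libraries of every such pair except Dot1l(fl/+) 1 and 2, for which it stays open.

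Dot1l itself was examined first, as a check of the labels. The gene (ENSMUSG00000061589) lies on chromosome 10 from 80755206 to 80795461 on GRCm38. Its transcript was at 105.2, 84.6 and 94.6 CPM in Dot1l(+/+) 1 to 3 (94.8 ± 10.3, SD, n = 3). In Dot1l(fl/+) 1 to 3 it was at 75.5, 65.6 and 76.2 CPM (72.4 ± 5.9, SD, n = 3), below each Dot1l(+/+) library. The library labelled Dot1l(fl/fl) 1 had 64.9 CPM, while the library labelled Dot1l(fl/fl) 2 had 99.1 CPM, inside the Dot1l(+/+) range. The gene-level count therefore did not separate the libraries labelled Dot1l(fl/fl) from the controls; the floxed segment is a single exon, and counts per exon were not analysed here. The log2 fold change was -0.39 ± 0.13 (SE) in Dot1l(fl/+) against Dot1l(+/+), with an edgeR adjusted p of 0.94 (unadjusted 0.00744), and -0.21 ± 0.15 in Dot1l(fl/fl) against Dot1l(+/+), with an edgeR adjusted p of 0.718. With the length and GC offset the changes were -0.27 in Dot1l(fl/+) and -0.04 in Dot1l(fl/fl). Without the offset the Dot1l(fl/fl) change became -0.55 without the library labelled Dot1l(fl/fl) 2 and 0.06 without the library labelled Dot1l(fl/fl) 1. A single library therefore decided it. Each direction given below for Dot1l(fl/fl) rests on both of these libraries, including one with a gene-level Dot1l count inside the Dot1l(+/+) range. Since only an exon is floxed, that count neither backs nor contradicts its label.

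**Figure D1:**
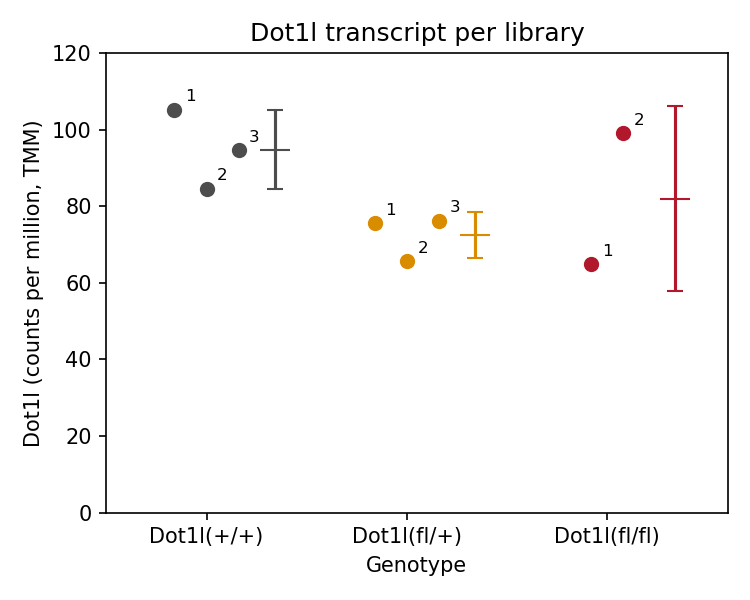
Dot1l transcript (vertical axis, CPM with TMM factors) by genotype (horizontal axis), 1 point per library numbered by replicate, with the mean and SD of each genotype as bars beside the points. All 3 Dot1l(fl/+) libraries sit between 65.6 and 76.2 CPM, below all 3 Dot1l(+/+) libraries, and the library labelled Dot1l(fl/fl) 2 sits at 99.1 CPM.

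The comparison of Dot1l(fl/fl) with Dot1l(+/+) asks which transcripts change when both alleles are deleted. Of 17988 genes tested, 0 had an edgeR adjusted p under 0.05. At an unadjusted p under 0.05 there were 1667 genes, 763 higher and 904 lower. The smallest adjusted p was 0.0985. The alternative that moved this count most was DESeq2 with all groups in one fit, which called 226 genes, 59 higher and 167 lower. DESeq2 gave an adjusted p to 4736 genes there, while edgeR adjusted over all 17988. Without Dot1l(+/+) 2, edgeR called 75 genes. The gene with the smallest p, Kctd12, named after its values were seen, had a log2 fold change of -0.59 ± 0.10 (SE) and an edgeR adjusted p of 0.0985; its CPM values were 193.81, 195.49 and 191.13 in Dot1l(+/+) and 130.97 and 125.41 in the libraries labelled Dot1l(fl/fl).

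The comparison of Dot1l(fl/+) with Dot1l(+/+) asks whether loss of 1 allele is enough. No gene was past the threshold (0 of 17988), with 903 at an unadjusted p under 0.05, 389 higher and 514 lower, and a smallest edgeR adjusted p of 0.94. Dot1l(fl/fl) against Dot1l(fl/+), which also tests whether the 2 genotypes' changes against Dot1l(+/+) differ, gave 0 genes, with 723 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.717. The linear term in allele number gave 0 genes, with 1815 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.0785; without Dot1l(+/+) 2 it gave 268.

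The study assayed or discussed 15 further genes, which were fixed beforehand. Adjusted over the list alone, which also held Dot1l, 5 had an adjusted p under 0.05 in Dot1l(fl/fl) against Dot1l(+/+) by edgeR; adjusted over all genes tested, 0 did, and since the study chose these genes in part on these samples the former count is not independent evidence. Nr4a2 (chromosome 2, 57106830 to 57124003) went from 710.1 ± 28.4 CPM (SD, n = 3) to 536.6 ± 17.9 (SD, n = 2), a log2 fold change of -0.40 ± 0.09 (SE) with an edgeR adjusted p of 0.16 over all genes. Th (chromosome 7, 142892752 to 142931128) went from 991.2 ± 50 CPM (SD, n = 3) to 754.9 ± 149 (SD, n = 2), a log2 fold change of -0.39 ± 0.10 with an edgeR adjusted p of 0.206. It was -0.61 and -0.21 when either library labelled Dot1l(fl/fl) was left out, so its size depended on which was kept. Aldh1a1 changed by -0.38 ± 0.13 (edgeR adjusted p 0.299), and by values from -0.71 to -0.12 when 1 library was left out. Wnt7b (chromosome 15, 85535437 to 85582473) rose from 109.7 ± 10.3 to 160.5 ± 21.2 CPM, a log2 fold change of 0.55 ± 0.12 with an edgeR adjusted p of 0.147. Wnt7a (chromosome 6, 91363981 to 91411363) rose from 13.6 ± 1.7 to 26.5 ± 11.5 CPM, a log2 fold change of 0.97 ± 0.23 with an edgeR adjusted p of 0.18; it was 0.43 without the library labelled Dot1l(fl/fl) 1 and 1.35 without the library labelled Dot1l(fl/fl) 2. The log2 fold change was -0.32 for Slc18a2, 0.13 for Slc6a3, -0.01 for Pitx3, 0.58 for Rspo2 and -0.18 for Kcnj6. It was 0.20 for Pink1, 0.21 for Fis1, 0.12 for Park7, 0.04 for Ppargc1a and 0.03 for Dnm1l. None of these 10 had an adjusted p under 0.05 over the list alone.

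In Dot1l(fl/+) against Dot1l(+/+), none of the 16 genes had an adjusted p under 0.05 over the list alone, 0.106 being the smallest. The log2 fold change was -0.22 ± 0.08 (SE) for Nr4a2 and 0.21 ± 0.11 for Wnt7b, with edgeR adjusted p of 0.94 for both. In Dot1l(fl/fl) against Dot1l(fl/+), only Th (-0.32, edgeR adjusted p 0.0249) and Aldh1a1 (-0.47, 0.0165) passed over the list alone. Over all genes their edgeR adjusted p was 0.998 and 0.925.

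The lists ask whether mitochondrial transcripts rise and neuronal transcripts fall together. The study reported these directions from samples of the same experiment, so the list tests are not independent evidence for them. In Dot1l(fl/fl) against Dot1l(+/+), 74 of 80 respiratory chain genes (92.5%) were higher, against 49.5% of all genes, with a median log2 fold change of 0.21 and a camera adjusted p of 1.51e-13. Mitochondrial ribosome genes had a median of 0.22 (89.9% higher, camera adjusted p 2.62e-09) and cytosolic ribosome genes 0.23 (79.5% higher, 9.55e-09). Synapse genes had a median of -0.16 (19% higher, 7.25e-09), dopaminergic identity genes -0.25 (20% higher, 7.96e-08) and Wnt signalling genes -0.15 (37.9% higher, 0.00202), the last no longer past the threshold under the length and GC offset (-0.065, camera adjusted p 0.153) or without Dot1l(+/+) 3 (-0.079, 0.0523). The 8 mtDNA-encoded genes tested had a median of 0.01 (camera adjusted p 0.831), and mitochondrial morphology genes 0.07 (0.077). Camera takes a preset correlation between genes. Under fry, which uses the correlation in these libraries, 0 of the 24 list tests had an adjusted p under 0.05 and the smallest was 0.0634; with camera and an estimated correlation the smallest was 0.303. The unadjusted p was under 0.05 in 3 of the 24 fry tests, and in 12 without Dot1l(+/+) 2, a fit tried after seeing the data in which 0 of 24 had an adjusted p under 0.05 and the smallest fry adjusted p was 0.0724. The respiratory chain median was 0.12 under the length and GC offset, and from 0.16 to 0.31 when single libraries were left out.

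In Dot1l(fl/+) against Dot1l(+/+) the respiratory chain median was 0.13 (91.2% higher, camera adjusted p 1.13e-09), mitochondrial ribosome 0.17 (7.25e-09), cytosolic ribosome 0.09 (3.64e-05), synapse -0.11 (0.000127), Wnt signalling -0.09 (0.0233), mitochondrial morphology 0.07 (0.0268), dopaminergic identity -0.06 (0.114) and mtDNA-encoded 0.01 (0.767). The respiratory chain median ranged from 0.07 to 0.22 when single libraries were left out; it was 0.22 without Dot1l(+/+) 2, 0.07 without Dot1l(+/+) 3 and 0.07 without Dot1l(fl/+) 3. The synapse median was -0.04 without Dot1l(fl/+) 3, no longer past the threshold. Between Dot1l(fl/fl) and Dot1l(fl/+) the difference itself was past the camera threshold for the respiratory chain (0.08, 0.00202), cytosolic ribosome (0.11, 0.00367), synapse (-0.07, 0.000951) and dopaminergic identity (-0.16, 6.96e-07), and not for the other 4 lists. With the length and GC offset only dopaminergic identity stayed past it, and the respiratory chain fell to 0.042 (camera adjusted p 0.153). The respiratory chain difference also fell short with replicate block and offset (0.022, 0.255) and without Dot1l(fl/+) 2 (0.042, 0.216).

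Scores per library showed the spread behind these medians. The respiratory chain score was -0.05, 0.17 and -0.11 in Dot1l(+/+) 1 to 3, 0.11, 0.04 and 0.24 in Dot1l(fl/+) 1 to 3, and 0.25 and 0.19 in the libraries labelled Dot1l(fl/fl) 1 and 2. Dot1l(+/+) 2 lay above the Dot1l(fl/+) 1 and 2 scores. The mean score differed between Dot1l(fl/fl) and Dot1l(+/+) by 0.214, against a pooled SD within genotypes of 0.116. The Dot1l(fl/+) difference of 0.126 was close to that SD. The dopaminergic score was 0.05, -0.09 and 0.00 in Dot1l(+/+), and -0.17 and -0.26 in the libraries labelled Dot1l(fl/fl).

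**Figure D2:**
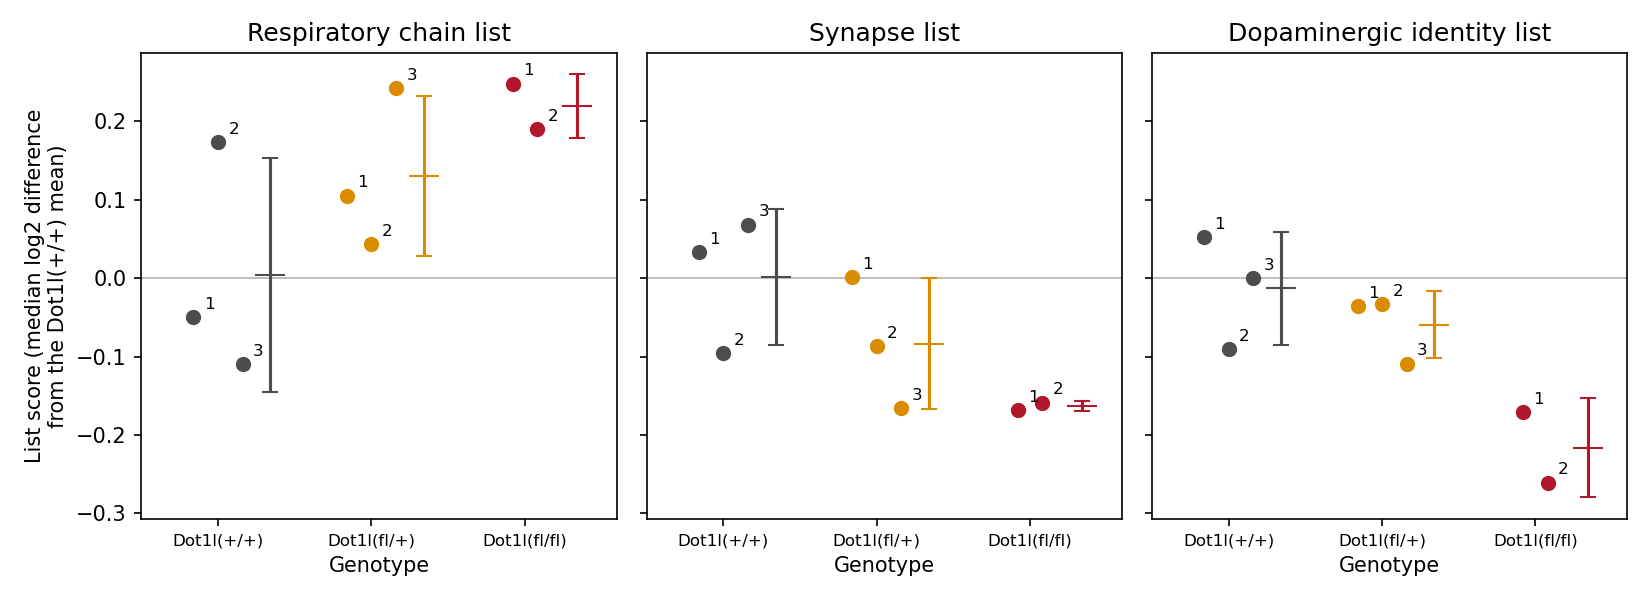
Scores of 3 gene lists (vertical axis, median log2 difference from the Dot1l(+/+) mean) by genotype (horizontal axis), 1 point per library numbered by replicate, with the mean and SD of each genotype as bars beside the points. Dot1l(+/+) 2 has a respiratory chain score of 0.17, next to 0.19 in the library labelled Dot1l(fl/fl) 2.

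The study asks whether heterozygotes change like the full deletion. Across 17988 genes the log2 fold changes of Dot1l(fl/+) and Dot1l(fl/fl), both against the same Dot1l(+/+) libraries, had a Pearson r of 0.459; genes are not independent replicates. In 20 simulations with no change in any group, r averaged 0.399 and ranged from 0.352 to 0.439. Of the 1667 genes at an unadjusted p under 0.05 in Dot1l(fl/fl), 94.4% had the same sign in Dot1l(fl/+), against 86% on average and 88% at most in the simulations.

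In the authors' deposited table for Dot1l(fl/fl) against Dot1l(+/+), 563 genes had an adjusted p under 0.05, 163 higher and 400 lower. In the authors' deposited table for Dot1l(fl/+) there were 11, and in that for Dot1l(fl/fl) against Dot1l(fl/+) there were 38. All 563 genes of the authors' deposited table had the same sign in edgeR here, and 563 had an unadjusted p under 0.05, although 0 passed the adjusted threshold. The comparison is not independent, since the same libraries entered both. DESeq2 in the same form on the 5 libraries analysed here called 73 genes, of which 69 were among the 563 of the authors' deposited table. An adjusted p was given to 3212 genes here and to 8757 in the authors' deposited table. For Dot1l(fl/+) DESeq2 called the same 11 genes as the authors' deposited table.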

Values the study reported

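The study reported 535 genes with significantly changed expression in embryonic DA neurons with ablated Dot1l.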

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

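The tests in this part were chosen after the result was seen. The mean count column of the authors' deposited tables, which no comparison above uses, held signal for genes without a single count in the libraries analysed here: 597 genes in the Dot1l(fl/fl) against Dot1l(+/+) table and 613 in the Dot1l(fl/fl) against Dot1l(fl/+) table, against 0 in the Dot1l(fl/+) against Dot1l(+/+) table. Another way of counting the same libraries is argued against by the last table, whose log2 fold changes differed from DESeq2 on the counts here by at most 0.000207. A further Dot1l(fl/fl) library in the authors' tables, such as Dot1l(fl/fl) 3, which was not analysed here, is a candidate explanation that goes with 597 genes in the table that needs it and 0 in the table that does not. No biological explanation was tested.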

How the results depend on the processing

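Counts of genes past the threshold were 0 in each comparison by edgeR and stayed 0 with RLE or upper-quartile factors, with the 2 genotypes compared alone, without mitochondrial chromosome genes and after thinning. In the order Dot1l(fl/fl) against Dot1l(+/+), Dot1l(fl/+) against Dot1l(+/+), Dot1l(fl/fl) against Dot1l(fl/+) and allele trend, they were 106, 11, 14 and 172 without a filter and 226, 0, 1 and 311 with DESeq2. They were 8, 0, 0 and 6 with the length and GC offset. A mean count of at least 50 gave 2 genes in the first and 0 in the others. DESeq2 on 2 genotypes with a prior, added after seeing the data, gave 73, 11 and 2, and the chromosome Y covariate, also added, gave 13 for the trend and 0 elsewhere. Leaving out single libraries gave from 0 to 75 genes in the first and from 0 to 268 for the trend, both highest without Dot1l(+/+) 2, and 0 in the others. Fits that left 1 Dot1l(fl/fl) library had no replicate of that genotype, and their calls were not used. DESeq2 with all groups gave an adjusted p to 4736, 17986, 17986 and 5782 genes in the order above, and with the prior to 3212, 5326 and 22535. The main edgeR fit adjusted over 17988. Calls of the 2 programs were therefore adjusted over unlike numbers of genes. Apart from that, the smaller number of genes tested under the count minimum and of libraries in the leave-one-out fits, the cause was not tested.

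With the replicate number as a block the counts were 6, 0, 4 and 1, and 21, 0, 8 and 8 with the length and GC offset as well. Whether the numbers pair the libraries could not be told from correlations. Both Dot1l(fl/fl) libraries deviate from their mean by equal and opposite amounts, so each value for one is mirrored for the other. Deviations of same-numbered libraries correlated between -0.031 and 0.045 across genes, and those of other pairs between -0.051 and 0.045. Over abundant genes alone, the range was -0.254 to 0.247 for same-numbered libraries and -0.371 to 0.352 for other pairs. Between Dot1l(+/+) and Dot1l(fl/+), same-numbered pairs had 0.247, -0.062 and 0.147 in number order, and other pairs from -0.371 to 0.169. Of the 6 block calls in the first comparison, 6 were among the 21 and 1 was among the 226 of DESeq2.

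Lists past the threshold numbered 6, 6 and 4 by camera, and 0 in each under fry or an estimated correlation. Medians are not altered by the set test, so respiratory chain (0.21, 0.13), mitochondrial ribosome (0.22, 0.17), synapse (-0.16, -0.11) and, in Dot1l(fl/fl), dopaminergic identity (-0.25) kept their values and lost the threshold. In Dot1l(fl/fl) against Dot1l(fl/+), 1 list passed with the length and GC offset and from 2 to 5 when single libraries were left out. The Dot1l(fl/+) synapse median fell short at -0.02 with the length and GC offset and -0.022 with the replicate block as well, and ranged from -0.157 to -0.036 over leave-one-out fits. Dopaminergic identity in Dot1l(fl/+) passed at -0.057 with DESeq2, -0.058 with replicate block and offset, and -0.04 with the DESeq2 prior, and also without Dot1l(+/+) 2 (-0.086, camera adjusted p 0.0245) and without Dot1l(fl/+) 1 (-0.071, 0.0368); single omissions gave from -0.086 to -0.015, and from -0.31 to -0.18 in Dot1l(fl/fl). The cause was not tested. Wnt signalling lost the camera threshold in Dot1l(fl/fl) against Dot1l(+/+) with the offset (-0.065, adjusted p 0.153), with block and offset (-0.053, 0.19) and without Dot1l(+/+) 3 (-0.079, 0.0523). In Dot1l(fl/+) it did so with the offset (-0.031, 0.36), with block and offset (-0.029, 0.373), without Dot1l(+/+) 3 (-0.057, 0.404) and without Dot1l(fl/+) 1 (-0.083, 0.0789). In Dot1l(fl/+) the cytosolic ribosome lost it without Dot1l(+/+) 3 (0.037, camera adjusted p 0.0839), and mitochondrial morphology without Dot1l(+/+) 1 (0.0758), Dot1l(+/+) 3 (0.0764) or Dot1l(fl/+) 2 (0.116). Other alternatives left the respiratory chain past the camera threshold in both comparisons with Dot1l(+/+).

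The mtDNA-encoded median reversed: in Dot1l(fl/fl) against Dot1l(+/+) it was -0.084 with the block, -0.20 with the offset and -0.28 with both, in Dot1l(fl/+) -0.11 with the offset and -0.11 with both, and in Dot1l(fl/fl) against Dot1l(fl/+) -0.055, -0.067 and -0.12. The reversed values were past the camera threshold with the offset (adjusted p 0.000959 in Dot1l(fl/fl) and 0.00746 in Dot1l(fl/+), each against Dot1l(+/+), with 0 of 8 genes higher) and with both (1.38e-05 and 0.00369, and 0.0204 in Dot1l(fl/fl) against Dot1l(fl/+)), not with the block alone. With the offset and fry, chosen after seeing the data, neither passed (unadjusted p 0.0746 and 0.141, fry adjusted p 0.298 and 0.339). Without Dot1l(+/+) 3 the Dot1l(fl/+) median of -0.092 had a camera adjusted p of 0.0392. The cause was not tested. Single omissions gave from -0.091 to 0.14, from -0.092 to 0.078 and from -0.063 to 0.11. Mitochondrial morphology in Dot1l(fl/fl) against Dot1l(fl/+) was -0.017 with block and offset, and from -0.023 to 0.03 over single omissions.

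Dot1l in Dot1l(fl/fl) ranged from -0.55 to 0.062 over single omissions. The correlation of effects was 0.614 with the DESeq2 prior and from 0.353 to 0.64 over single omissions. In the authors' deposited tables, an adjusted p under 0.01 left 142, 0 and 7 genes.

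Named genes with small changes reversed. Pitx3 in Dot1l(fl/fl) was 0.003 thinned and 0.074 with the chromosome Y covariate, and from -0.18 to 0.13 over single omissions; in Dot1l(fl/+) it was 0.012 with the offset, 0.013 with block and offset and 0.08 with the covariate, and from -0.10 to 0.057. Dnm1l was -0.005 with the covariate, and from -0.11 to 0.16. Single omissions in Dot1l(fl/+) gave from -0.13 to 0.29 for Rspo2, -0.35 to 0.11 for Kcnj6, -0.004 to 0.22 for Aldh1a1, -0.19 to 0.18 for Ppargc1a and -0.013 to 0.052 for Dnm1l, and in Dot1l(fl/fl) from -0.19 to 0.18 for Ppargc1a and -0.09 to 0.32 for Slc6a3. Values of single lists or genes outside the main results, those of Wnt signalling among them, changed in 73 cases: 37 weaker, 22 stronger and 14 moved. With these depths and library numbers 32% of simulated 1.5-fold changes (16 of 50) were called in Dot1l(fl/fl) against Dot1l(+/+). A count of 0 therefore does not exclude changes of that size in a few genes. It goes against as many changed genes as were simulated, if of the simulated sizes (1.5-fold to 4-fold) and with a mean count of at least 50. That holds only if real libraries vary as the simulated ones did. Smaller changes of single genes were not simulated. Depth and the number of libraries were not separated.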

Other observations

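Values of the main comparisons and of the leave-one-out fits, both fixed beforehand, are repeated in this part. The other tests in this part, except the matched random lists for the dissociation response, were chosen after the results were seen.

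The number of genes past the threshold in Dot1l(fl/fl) against Dot1l(+/+) was 0, with 1667 at an unadjusted p under 0.05. That is lower than the value quoted from the study above, but the test and the libraries differed. The study used DESeq2 and described equal numbers of libraries per genotype. The count of 0 came from edgeR, without a Dot1l(fl/fl) library that the labels name. It was adjusted over 17988 genes, while the authors' deposited table gave an adjusted p to 8757. The lower count is therefore not a repeat of the study's test. The authors' deposited table held 563 genes, which differs from the value quoted above; the reason was not tested.

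Libraries differed in how abundance depended on transcript length. The Spearman correlation across 10389 genes between a library's deviation and exon length was 0.394, -0.164 and 0.486 in Dot1l(+/+) 1 to 3, 0.046, 0.052 and -0.371 in Dot1l(fl/+) 1 to 3, and -0.427 and -0.028 in the libraries labelled Dot1l(fl/fl). Respiratory chain genes are short, with a median exon length of 1737 bases against 4795 for all genes, and synapse genes long, at 9271. Over the 8 libraries the respiratory chain score fell with the length slope (Pearson r -0.967, permutation p 0.00021; Spearman rho -0.97, permutation p 0.00055), with r -0.949 without Dot1l(+/+) 3 and the library labelled Dot1l(fl/fl) 1, and -0.943 after removing genotype means. Dot1l(+/+) 2 against the other Dot1l(+/+) libraries, where genotype is the same, had 93.2% of respiratory chain genes higher with a median of 0.26, beside 95.9% and 0.22 for Dot1l(fl/fl) against Dot1l(+/+) on the same genes.

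Random lists matched on expression, length and GC had a median of 0.14 (middle 95% from 0.10 to 0.19) in Dot1l(fl/fl) against Dot1l(+/+), where the respiratory chain stood at 0.22, at percentile 99.96 of 10000; synapse stood at percentile 12.16 and dopaminergic identity at percentile 0. After the length and GC trend was removed the respiratory chain score still differed by 0.098, above the pooled SD of 0.074 that was set as the limit. With so few libraries a difference of that size can arise by chance, so this limit cannot decide whether length bias was the whole cause. Dot1l(+/+) 2 then scored 0.13, as high as the libraries labelled Dot1l(fl/fl) (0.10 and 0.13), and the fry p was 0.121 unadjusted. Unequal depth is argued against, since the median was 0.214 after thinning. What stays open is length bias, a library difference beyond length, and Dot1l. For dopaminergic identity the corrected difference was -0.202 against a pooled SD of 0.064, with no overlap between the genotypes. For synapse it was -0.034 against 0.033. For the mitochondrial ribosome it was 0.136 against 0.061, and for the cytosolic ribosome 0.159 against 0.065, both with no overlap. Under fry with the offset neither ribosome list passed the threshold (fry adjusted p 0.267 and 0.323).

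The length trend of Dot1l(fl/fl) against Dot1l(+/+) may reflect slower transcription through long genes, as Dot1l acts on transcribed chromatin. With exon length and GC held fixed, the standardised slope on genomic span was 0.009, while that on exon length was -0.443, which argues against it. Dot1l(+/+) 2 against the other Dot1l(+/+) libraries had a Spearman correlation with exon length of -0.415, beside -0.429 for Dot1l(fl/fl) against Dot1l(+/+). RNA integrity per library was not analysed here.

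The 6 libraries of Dot1l(fl/+) and Dot1l(+/+) make 10 splits of 3 against 3, so no share under 0.1 is possible. As many genes past the threshold (0) came from 10 of the 10 splits, which a count of 0 makes certain, so it says nothing about chance. As many lists past the camera threshold (6) came from 2 of the 10, as large a respiratory chain shift from 3 and as large a synapse shift from 2. Whether grouping by genotype or chance gave these lists and shifts cannot be told apart at this number of libraries. There are 10 ways to take 2 of the 5 Dot1l(fl/fl) and Dot1l(+/+) libraries. The one that set Dot1l(+/+) 1 and 3 against Dot1l(+/+) 2 and the libraries labelled Dot1l(fl/fl) gave 158 genes past the threshold. The genotypes gave 0. Counting the real one, 2 of the 10 gave as large a respiratory chain shift and 2 as large a synapse shift. As many lists past the camera threshold came from 4, and as large a dopaminergic shift from 1, the real one.

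Many genes had no count where other libraries predicted 15 to 25 reads. The share was 7.01%, 30.55% and 16.48% in Dot1l(+/+) 1 to 3, 20.14%, 16.52% and 4.58% in Dot1l(fl/+) 1 to 3, and 3.62% and 1.1% in the libraries labelled Dot1l(fl/fl). Sequencing depth alone is argued against: the lowest share, 1.1%, stood far above the Poisson value of 3.8e-06%, and it belonged to the shallowest library. A candidate explanation is that few starting molecules were amplified into many reads. In Dot1l(+/+) 2 the zeros correspond to 16.27 reads per molecule, and its histogram of low counts had a second peak at 15 reads, with 125 genes there against 80 at 4 reads. Second peaks stood at 8 reads in Dot1l(fl/+) 1 and 2, where the zeros gave 12.18 and 10.85, and the other 5 libraries had none. On that reading the second deepest library, Dot1l(+/+) 2, is the least precise, while the deepest, Dot1l(+/+) 3, is not; edgeR called 75 genes in Dot1l(fl/fl) without Dot1l(+/+) 2.

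The similarity of Dot1l(fl/+) and Dot1l(fl/fl) changes could come from the shared Dot1l(+/+) libraries. Against separate Dot1l(+/+) libraries r had a median of 0.158 over 6 choices and ranged from -0.035 to 0.226. Of the 6 values, which share libraries, 5 were above 0. The observed r of 0.459 and same-sign share of 94.4% lay above the simulations without change, where r reached 0.439 and the share 88%. Those simulations hold no library-wide trends such as that on length, which shared controls pass to both comparisons. With the length and GC offset r was 0.461 and the share 90.1%, so removing the length trend did not lower r. Other library-wide trends were not tested. The shared controls and a common effect therefore cannot be told apart.

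Dopaminergic transcripts were lower in Dot1l(fl/fl). A lower share of DA neurons among sorted cells might do this, but alone would lower all their markers alike. Slc6a3 and Th moved apart by 0.52 on the log2 scale, 3.54 combined standard errors, and Pitx3 and Nr4a2 by 0.39, 2.64 combined standard errors. This argues against a lower share as the whole cause, and leaves a part of it open. Markers of other neural types gave no clear answer. Summed GABAergic markers were at 264.9 and 241.1 CPM in the libraries labelled Dot1l(fl/fl), above 210.3, 203.6 and 224.1 in Dot1l(+/+) and 222.9, 196.2 and 236 in Dot1l(fl/+). The median log2 fold change was -0.23 for radial glia or progenitors, -0.44 for oligodendrocyte precursors, -0.14 for GABAergic, -0.28 for glutamatergic and -1.29 for serotonergic neurons, with camera adjusted p of 0.671 or more. Other lists had medians of 0.80 for blood (0.059), 0.45 for endothelium (0.758), 0.17 for microglia (0.671) and 0.71 for muscle (0.671). Dot1l stays open, untested.

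The 11 genes of the dissociation response, each expressed in these neurons and none in another list, summed to 1325.9 ± 9.1 CPM (SD, n = 2) in the libraries labelled Dot1l(fl/fl), 1059 ± 73.1 (SD, n = 3) in Dot1l(+/+) and 1072.3 ± 112.1 (SD, n = 3) in Dot1l(fl/+). An exact permutation test of the 2 libraries against the other 6 gave a two-sided p of 0.0357, the smallest that 28 choices can give, and camera gave an adjusted p of 3.37e-05 over the marker lists. Length and GC bias is argued against, since the 10 members expressed highly enough to be matched had a median of 0.40 (0.34 for all 11), at percentile 100 of 10000 matched random lists; Hspa1b was left out. Handling before sorting may be a cause; it cannot be told apart from genotype, because both libraries share the genotype and no label records handling.

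The pools differed in sex. X inactivation transcripts were at 1149.9, 417.1 and 0 CPM in Dot1l(+/+) 1 to 3, 319, 265.2 and 3.2 in Dot1l(fl/+) 1 to 3, and 311.6 and 1.2 in the libraries labelled Dot1l(fl/fl). Chromosome Y genes were at 0.5, 66 and 165.9 CPM, 102.9, 104.8 and 149.3 CPM, and 66.1 and 180.3 CPM. Camera adjusted p in Dot1l(fl/fl) was 0.0126 for chromosome Y (median 0.59) and 0.76 for X inactivation, where 1 gene was tested. In Dot1l(fl/+) it was 0.000211 for chromosome Y (median 0.67) and 0.941 for X inactivation. Chromosome Y genes vary together with the sex of a pool, so the preset correlation of 0.01 overstates the evidence. Dot1l(+/+) libraries alone ranged from 0.5 to 165.9 CPM, so these p-values do not tie sex to genotype.

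Ndufs5, a respiratory chain gene named after its values were seen, went against its list. It was at 6.72, 8.77 and 11.54 CPM in Dot1l(+/+), 11.12, 7.66 and 11.25 in Dot1l(fl/+), and 2.62 and 3.82 in the libraries labelled Dot1l(fl/fl), with an edgeR adjusted p of 0.16 and a log2 fold change of -1.50 ± 0.34 (SE).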
